A study of Oryza sativa with 16 samples. Its data were reported in "Comparative Transcriptomics and Co-Expression Networks Reveal Tissue- and Genotype-Specific Responses of qDTYs to Reproductive-Stage Drought Stress in Rice (Oryza sativa L.)" (2020).

How the data were processed

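Flag-leaf libraries of DTY-IL and Swarna under control and drought were grouped by the genotype and treatment in the sample titles, with 4 libraries in each of 4 groups. The authors trimmed paired-end Illumina reads with Trimmomatic and quantified transcripts with Salmon in quasi-mapping mode, with correction for sequence and GC bias. The reference transcripts were built from the japonica genome IRGSP-1.0 and the MSU annotation, and the authors aggregated the estimates to genes with tximport. The deposited count table holds the expected count (estimated count) per gene and library in whole numbers, without normalization. Whether the authors scaled these counts by transcript length is not stated in the table. The authors also deposited 4 tables of pairwise contrasts made with DESeq2 from genes with at least 10 reads in total. Each deposited contrast table gives a log2 fold change with its standard error, a p-value and an adjusted p-value, the test statistic (Wald score) and the mean normalized count, and lists only genes with an adjusted p under 0.05.

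Library totals ranged from 14250527 to 19367077 counts, so that 10 counts in a locus of a single library correspond to less than 1 CPM (counts scaled to a common library size). Intervals from counts cover counting error only, and the precision of the comparisons rests on the spread between the 4 libraries of each group. No library was a copy of another: the squared difference per count between libraries of a group was at least 12.4 times that of counting error.

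Own computation started from the deposited counts. Genes with at least 10 counts in total (28283 of 55801) were fitted in edgeR 4.0.16 under R 4.3.3 with TMM normalization in a single quasi-likelihood model of the 4 groups. The contrasts were drought against control in each genotype, DTY-IL against Swarna in each treatment, and the interaction. A call needed a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study. Model tests, Fisher's tests and permutation tests were two-sided. Log2 CPM used a prior count of 2. Common and genotype-specific responses were set operations on the calls of the 4 pairwise contrasts. A fold against a group with at most 3 counts in every library was computed against that floor and is given as a lower bound.

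The genes named per contrast were the 2 with the largest fitted rise and the 2 with the largest fitted fall. They were taken among calls with a mean of at least 50 counts and no overlap between the libraries of the groups compared. Where a group is at that floor the fitted order depends on the prior count, and the lower bounds can order genes differently. LOC_Os11g43790 in DTY-IL, LOC_Os01g48410 in Swarna and LOC_Os04g08190 under RDS had larger lower bounds than genes named there. For the interaction 3 per direction were tabulated and 2 are named. All genes of the candidate list (7) and the cell wall list (12) were tested as lists. The size of the response was measured by a total least squares slope across genes and by a drought score per library, compared by exact permutation tests. Positions along chromosomes came from the order of the locus identifiers, in windows of 100 tested loci with 1000 random placements, and no coordinates were used. The last window of each chromosome was longer, with 114 to 188 tested loci. Principal components and other summaries were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.

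The fits were tested on simulated data with 200 genes changed by a log2 fold change of 2 among 28283. The changed genes were drawn among those with a mean of at least 50 counts, so recovery of genes with fewer counts was not tested. They recovered 196 genes for drought in DTY-IL, 196 for genotype under drought and 180 for the interaction, with 9, 3 and 11 false calls.

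The grouping, the tests of the comparisons, the thresholds, gene lists, naming rule and the alternatives below were fixed in advance. A permutation of the genotype labels within each treatment, controls included, was added for the drought score after the data were seen. So were several tests of technical explanations: other splits of the libraries, noise of low counts, an offset of the controls, a scaled response, a mixture with Swarna RNA, foreign RNA in Swarna control 4 and shared reads in windows that no longer stood out. The alternatives were DESeq2-type (RLE) size factors, library size alone, no filter on low counts, edgeR's filterByExpr, DESeq2 1.42.0, limma-voom (limma 3.58.1), adjusted p alone, glmTreat, a replicate block, fits of the 2 groups compared, removal of the 20 most abundant genes, and removal of each library in turn. For the summaries they were other gene sets, prior counts and window sizes. The libraries carry no batch or date. Gene ontology, network, panicle, genotyping and yield results of the study were not analysed here.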

Results

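Flag-leaf mRNA was sequenced from 2 rice genotypes, the drought-sensitive variety Swarna and DTY-IL, an introgression line that carries drought-yield loci from the donor N22. Plants were sampled at the reproductive stage under well-watered control conditions or under reproductive-stage drought stress (RDS). Each of the 4 genotype-treatment combinations had 4 biological replicates, which gave 16 libraries. The total estimated count per library ranged from 14250527 in DTY-IL drought 2 to 19367077 in DTY-IL control 3. The mean total was 17431533 in DTY-IL control, 15962000 in DTY-IL drought, 17120000 in Swarna control and 15787000 in Swarna drought. Totals did not differ between the groups of any comparison by exact two-sided permutation tests (lowest p 0.114, 4 libraries per group, 0.171 after Benjamini-Hochberg adjustment over 12 tests of library measures). Of 55801 loci in the count table, 28283 had at least 10 counts in total and were tested. A further 8766 loci had 1 to 9 counts, and 18752 had 0.

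The composition of the libraries differed with treatment. The 20 genes with the most counts over all libraries held 19.7% ± 1.35 of the counts in DTY-IL control and 9.99% ± 1.80 in DTY-IL drought (SD, n = 4). The same share was 20.9% ± 1.45 in Swarna control and 5.48% ± 0.902 in Swarna drought (SD, n = 4). The normalization factors of the trimmed mean of M-values (TMM) differed accordingly, from a mean of 0.799 in Swarna control and 0.868 in DTY-IL control to 1.15 in DTY-IL drought and 1.26 in Swarna drought. The difference between drought and control in both measures had an exact two-sided permutation p of 0.0286 in each genotype, the smallest that 4 against 4 libraries allow, and 0.0571 after Benjamini-Hochberg adjustment. DTY-IL minus Swarna under RDS had the same p and adjusted p in both measures (4.50 percentage points for the share and −0.111 for the factor). Under control the exact permutation p between the genotypes was 0.314 for the share and 0.0857 for the factor.

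Principal components of the 500 most variable genes addressed how treatment and genotype separated the libraries. The first component held 75.0% of the variance and separated drought from control libraries, and the second held 16.5% and separated the genotypes. The share of the first component moved most with a prior count of 0.5 in place of 2 in log2 CPM (counts scaled to a common library size), to 67.5%. DTY-IL control libraries lay between −58.3 and −46.7 on the first component and DTY-IL drought libraries between 32.8 and 55.2. Swarna libraries lay farther apart, between −61.1 and −59.5 under control and between 61.0 and 69.1 under RDS. DTY-IL control 3 was the library of its group nearest to the Swarna controls on the second component, at −16.4 against −33.5 to −26.2 for the others. Correlation of log2 CPM between libraries is across genes, which are not independent replicates. Its median was 0.978 within DTY-IL control, 0.972 within DTY-IL drought, 0.979 within Swarna control and 0.981 within Swarna drought. It was 0.917 between control and drought in DTY-IL and 0.885 in Swarna.

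**Figure D1:**
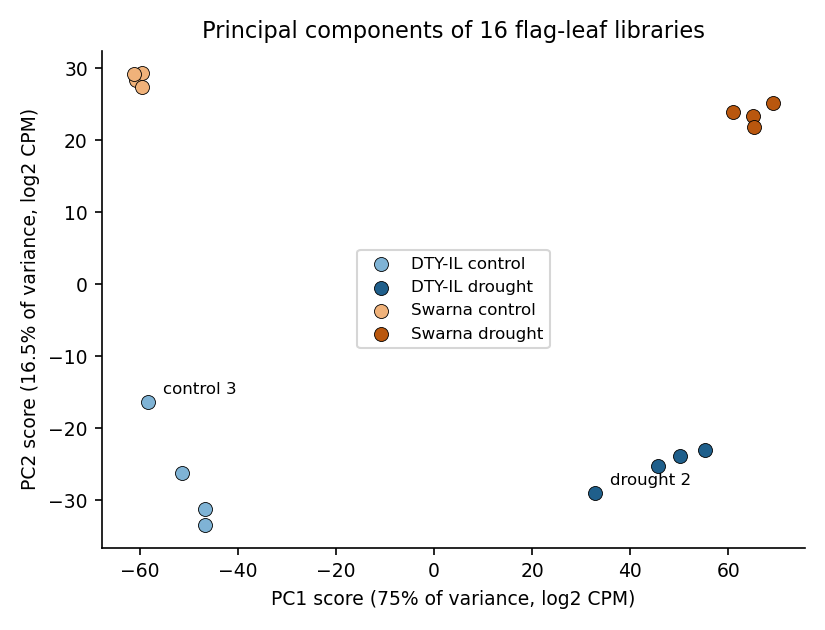
Scores of the 16 libraries on the first (x axis) and second (y axis) principal component of log2 CPM of the 500 most variable genes. Points are libraries colored by group; the first component parts drought from control and the second parts Swarna from DTY-IL.

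The drought effect within each genotype was tested with edgeR's quasi-likelihood test, and a differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. RDS changed 6641 genes in DTY-IL, of which 3389 were upregulated and 3252 were downregulated (51.0% upregulated). In Swarna it changed 9212 genes, with 4308 upregulated and 4904 downregulated (46.8% upregulated). Without the fold-change threshold the counts were 11412 and 13993. The requirement that the change exceed a log2 fold change of 1 by test (edgeR glmTreat) lowered them most, to 3406 and 5883. Scaling by library size without TMM factors moved the median log2 change of all genes from 0.03 to 0.43 in DTY-IL and from 0.06 to 0.70 in Swarna. Counted against 0, the split was then 5801 up and 2152 down in DTY-IL and 9040 up and 3095 down in Swarna, which follows from the shift of all genes. Relative to the shifted medians the 6641 and 9212 DEGs lay 3389 above and 3252 below in DTY-IL and 4308 above and 4904 below in Swarna. Such a shift returns the TMM split whichever scaling is right, so these counts do not choose between the scalings. With RLE size factors (the DESeq2 method), 3290 rose and 3351 fell in DTY-IL, so that neither direction held the majority under both scalings. In Swarna the fit with RLE gave 4126 up and 5072 down, and the adjusted p alone gave 7189 up and 6804 down. The libraries of drought and control did not overlap in CPM for 5599 of the 6641 DTY-IL DEGs and 8364 of the 9212 Swarna DEGs. Over all tested genes this held for 35.0% and 46.8%, where chance gives 2.86%.

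The files do not pair the locus identifiers with gene names, and 0 of them matched the gene table at hand, so loci are named by identifier alone. The genes with the largest fitted changes whose libraries did not overlap included LOC_Os01g46600. It had 0 counts in all control libraries and a mean of 24.6 CPM ± 19.4 (SD, n = 4) in DTY-IL drought, which was at least 123-fold higher (edgeR adjusted p 1.44e-05). In Swarna drought its mean was 66.9 CPM ± 7.67 (SD, n = 4), at least 303-fold higher (edgeR adjusted p 2.29e-06). LOC_Os11g07911 rose at least 65.0-fold in DTY-IL (edgeR adjusted p 7.76e-08), and LOC_Os11g43790 rose at least 276-fold in Swarna (edgeR adjusted p 9.32e-09). LOC_Os06g05260 and LOC_Os01g48410 fell at least 29.9-fold and at least 68.6-fold in DTY-IL (edgeR adjusted p 0.00220 and 0.000493). Most of their control counts came from DTY-IL control 3, which had 317 of LOC_Os06g05260 and 731 of LOC_Os01g48410. Without that library their fitted log2 changes were −6.18 and −5.79 in place of −9.39 and −9.08, so that the bounds rest largely on it. With a replicate block by the numbers in the sample descriptions the edgeR adjusted p of LOC_Os06g05260 was 0.0764. Among its alternatives other than glmTreat this was the highest, and the lowest was 9.42e-06 with DESeq2. In Swarna, LOC_Os01g52240 fell from 328 CPM ± 190 to 0.0240 CPM ± 0.0480 (SD, n = 4), at least 2169-fold lower (edgeR adjusted p 5.60e-08). LOC_Os11g31400 fell at least 100-fold (edgeR adjusted p 0.000529).

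**Figure D2:**
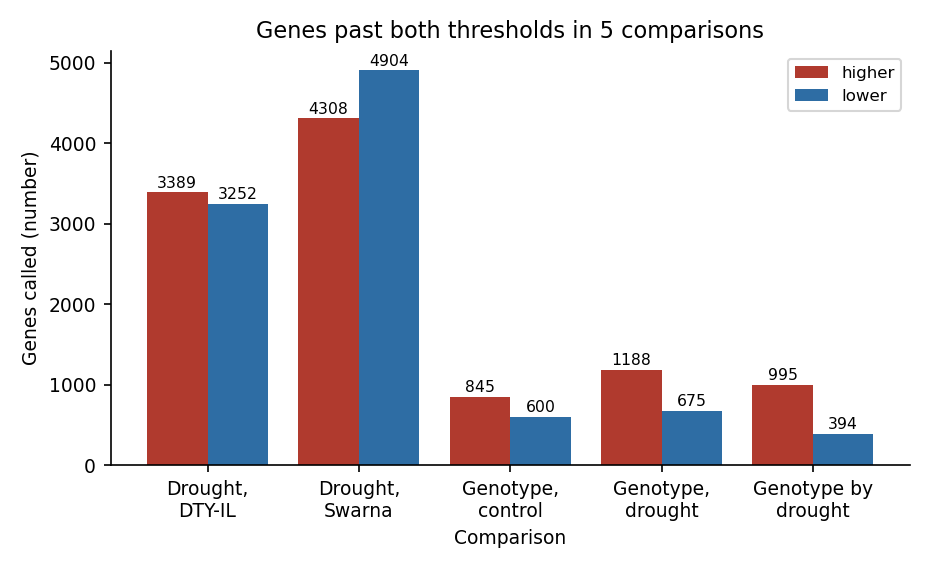
Number of genes past both thresholds (y axis) in each of the 5 comparisons (x axis), with genes higher and lower in the first-named state as separate bars. For the genotype comparisons higher means higher in DTY-IL, and for genotype by drought it means a more positive drought response in DTY-IL; 6641 and 9212 genes changed with drought in DTY-IL and Swarna.

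The genotype effect within each treatment compared DTY-IL with Swarna. Under control 1445 genes differed, of which 845 were higher and 600 were lower in DTY-IL (58.5% higher). Under RDS 1863 genes differed, of which 1188 were higher and 675 were lower in DTY-IL (63.8% higher). By glmTreat the counts were 285 and 478. With library size alone, 1105 were higher and 477 were lower under control, and 1002 were higher and 920 were lower under RDS, counted against 0. The median log2 difference of all genes moved by that scaling from −0.03 to 0.08 under control and from 0.01 to −0.12 under RDS, and the split moved with it. With limma-voom the majority of the genes that differed under control were lower in DTY-IL, 810 against 752 that were higher. Without DTY-IL control 4, 934 genes differed under control. The libraries did not overlap for 1267 of the 1445 and 1553 of the 1863 genes, and for 17.4% and 15.9% of all tested genes, where chance gives 2.86%. DEGs of both treatments numbered 486, with 422 in the same direction and 64 in opposite directions.

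LOC_Os01g73656 had 0 counts in all 8 Swarna libraries. Its mean in DTY-IL was 27.3 CPM ± 1.55 under control and 20.1 CPM ± 1.76 under RDS (SD, n = 4), at least 124-fold and at least 133-fold higher (edgeR adjusted p 5.99e-10 and 4.59e-10). LOC_Os11g34770 was at least 59.1-fold higher in DTY-IL under control (edgeR adjusted p 2.92e-07). LOC_Os08g35160 and LOC_Os04g08190 were at least 152-fold and at least 57.6-fold lower in DTY-IL under control (edgeR adjusted p 1.17e-10 and 1.15e-09). Under RDS, LOC_Os01g52240 was at least 479-fold higher in DTY-IL (edgeR adjusted p 6.09e-06). LOC_Os01g62750 and LOC_Os03g05049 were at least 74.8-fold and at least 73.5-fold lower (edgeR adjusted p 9.79e-10 and 3.80e-09). Counts in a locus at 0 in a single genotype depend on the match of that genotype's alleles to the japonica transcripts used for mapping.

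Whether the drought response itself differed between the genotypes was tested with the genotype by drought interaction. The interaction passed both thresholds for 1389 genes, 995 with a more positive and 394 with a more negative change in DTY-IL (71.6% more positive). The glmTreat test gave 105. With library size alone, which shifted the median interaction of all genes from 0.01 to −0.23, the split counted against 0 turned with that shift to 672 more positive and 1126 more negative. Relative to the shifted median 995 of the 1389 were more positive and 394 more negative. A shift nearly alike for all genes returns the TMM split, so this count cannot tell which scaling is right. The count ranged from 990 without DTY-IL control 1 to 1817 without DTY-IL control 3. Of the 1389 genes, 793 (57.1%) changed in the same direction in both genotypes with a smaller change in DTY-IL, and 59 (4.25%) with a larger one. The fitted changes of 537 genes (38.7%) had opposite directions, and for 105 of these both changes passed the adjusted p. Of the more positive ones, 949 (95.4%) fell in Swarna, and of the more negative ones, 381 (96.7%) rose in Swarna. Changes from the control mean did not overlap between the genotypes for 1365 of the 1389 genes and for 27.7% of all tested genes. Chance gives 8.44% here, by simulation of normal values of equal spread, since each control mean is itself estimated from 4 libraries.

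In some of the largest interactions a single library held most of the counts of its group. LOC_Os01g52240 was 812 CPM ± 528 in DTY-IL control and 72.4 CPM ± 64.1 in DTY-IL drought (SD, n = 4), and fell by 3.49 ± 0.65 on the log2 scale (SE, edgeR adjusted p 0.000332). Its interaction had an edgeR adjusted p of 0.00128. LOC_Os12g24320 (edgeR interaction adjusted p 0.0115) had 494 counts in DTY-IL drought 2 and at most 6 in each other library of that group. Without DTY-IL drought 2 its edgeR interaction adjusted p was 0.0295, and over all alternatives except glmTreat it ranged from 3.93e-05 to 0.0678, the last with limma-voom. LOC_Os09g36700 and LOC_Os09g36680 (edgeR interaction adjusted p 0.0193 and 0.0156) had 495 and 2743 counts in Swarna drought 4 and at most 2 and 51 in the other 3 libraries of that group. Without Swarna drought 4 their edgeR interaction adjusted p was 0.336 and 0.0730. With a replicate block that of LOC_Os09g36680 was 0.118 by title number and 0.125 by description number. Over all alternatives except glmTreat in edgeR, DESeq2 and limma the interaction adjusted p of the 2 loci ranged from 0.000126 to 0.400 and from 0.000102 to 0.213.

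DEGs of the 4 pairwise contrasts were then sorted into categories of common and genotype-specific responses. The common drought response, which comprised DEGs of both drought contrasts in the same direction and of neither genotype contrast, held 4414 genes, 2223 upregulated and 2191 downregulated. The interaction passed the adjusted p for 182 of them (4.12%). The Swarna-specific response, which comprised DEGs of the Swarna drought contrast and of the genotype contrast under RDS alone, held 513 genes, 190 upregulated and 323 downregulated. The downward majority was absent with limma-voom (264 up, 264 down). Under library size alone, counted against 0, 279 rose and 236 fell. That scaling moved the median Swarna change of all genes from 0.06 to 0.70, and its split cannot be told apart from this shift. The interaction passed the adjusted p for 261 of the 513 genes (50.9%), and at an unadjusted p under 0.05 for 419. With a replicate block by the numbers in the sample descriptions the Swarna-specific response held 269 genes. In 330 of the 513 (64.3%) the fitted change in DTY-IL had the same direction, and in 68 (13.3%) it also passed the adjusted p there. The median log2 change in the Swarna direction was 2.19 in Swarna and 0.301 in DTY-IL. By definition the category holds no DEGs of drought in DTY-IL. The DTY-IL-specific response held 104 genes, 73 upregulated and 31 downregulated. The interaction passed the adjusted p for 34 of these (32.7%), and at an unadjusted p under 0.05 for 74. Since these categories share libraries, counts were simulated with a single drought response for both genotypes. The simulation gave 6227 common, 40 Swarna-specific and 44 DTY-IL-specific genes, and a simulation with a DTY-IL response of 0.8 of that in Swarna gave 6478, 97 and 23. The Swarna-specific count fell to 333 without DTY-IL drought 2 and to 336 without Swarna drought 1, and the DTY-IL-specific count fell to 68 without Swarna drought 1.

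The size of the response as a whole was compared over all tested genes. The log2 changes in the 2 genotypes correlated across genes, which are not independent replicates, with Pearson's r of 0.734 and Spearman's rho of 0.705. The total least squares slope of DTY-IL on Swarna was 0.764. It was 0.778 over the 17311 genes with a mean log2 CPM of at least 1, where 81.7% of genes changed in the same direction. The slopes of the 4 DTY-IL drought libraries, each against the DTY-IL control mean and computed from log2 CPM, were 0.850, 0.713, 0.793 and 0.852 (SD 0.0652). The simulation with a shared response gave slopes of 1.00 over all genes and 1.00 over the expressed genes. The slope ranged from 0.739 without Swarna control 1 to 0.812 without DTY-IL drought 2.

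A drought score was computed per library as the mean log2 CPM of the upregulated genes minus that of the downregulated genes of the common response. From the control mean it rose by 4.03 ± 0.27 in DTY-IL and by 4.78 ± 0.11 in Swarna (SD, n = 4), so that the DTY-IL change was 84.3% of the Swarna change. The difference of −0.75 had a two-sided permutation p of 0.0286 (0.0429 after Benjamini-Hochberg adjustment over 3 tests) when the 8 drought libraries were permuted. That test takes the control means as known and leaves out the spread of the controls (SD 0.21 in DTY-IL and 0.084 in Swarna, n = 4). With the genotype labels permuted within each treatment, controls included, the exact two-sided permutation p was 0.000816 over 4900 permutations. That test was added after the data were seen and assumes no genotype difference in either treatment. The change was smaller in all 4 DTY-IL drought libraries than in any Swarna drought library. The control score was 0.38 higher in DTY-IL (exact two-sided permutation p 0.0286, adjusted 0.0429). The score under RDS differed by −0.37 (exact two-sided permutation p 0.0571, adjusted 0.0571), which did not pass 0.05. The genes of the score were chosen from the same libraries.

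**Figure D3:**
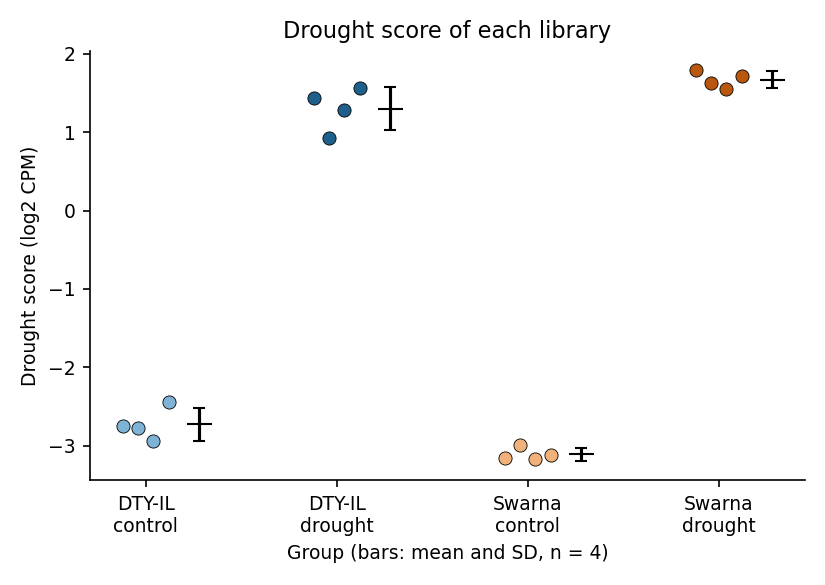
Drought score of each library in log2 CPM (y axis) by group (x axis), with points for libraries and bars for the mean and SD (n = 4). The rise from control to drought was 4.03 in DTY-IL and 4.78 in Swarna.

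Genotype DEGs were placed along the chromosomes by locus identifier to see whether they lie together, since the line carries introgressed fragments. DEGs of the genotype contrast under either treatment numbered 2822. They made up 12.9% of tested loci on chromosome 1 against 9.51% elsewhere (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p 1.44e-09 over 12 chromosomes) and 12.6% on chromosome 4 against 9.72% elsewhere (Fisher's exact test, adjusted p 4.21e-05). Chromosome 9 was also above the rest (11.96% against 9.86%, Fisher's exact test, adjusted p 0.0129). Chromosome 3 was below it (8.784% against 10.14%, Fisher's exact test, adjusted p 0.01985), as were chromosomes 2, 5, 6 and 12. On chromosome 9 they made up 12.0% against 9.86% (Fisher's exact test, adjusted p 0.0129). They were fewer than elsewhere on chromosome 3, at 8.78% against 10.1% (Fisher's exact test, adjusted p 0.01985). The same held on chromosomes 2, 5, 6 and 12, at 7.63% to 8.36% (Fisher's exact test, highest adjusted p 0.0124). Chromosomes 1, 3, 4, 8, 9 and 10, where the main introgressions of the line lie, held 59.3% of these DEGs and 52.7% of tested loci. For the 422 DEGs of both treatments in the same direction the share on these 6 chromosomes was 73.5%. These 422 shared DEGs made up 2.47%, 3.17%, 2.58% and 2.35% of tested loci on chromosomes 1, 4, 9 and 11, more than elsewhere (Fisher's exact test, adjusted p 2.80e-06, 1.58e-09, 0.00104 and 0.00552). They made up 1.91% and 1.66% on chromosomes 8 and 10 (Fisher's exact test, adjusted p 0.131 and 0.591). On chromosome 3 they made up 0.887%, less than elsewhere (Fisher's exact test, adjusted p 0.00214), and on chromosomes 2, 5, 6, 7 and 12 from 0.519% to 0.721%. The loci were cut into 276 windows of 100 consecutive tested loci, with 114 to 188 in the last window of each chromosome. Of these 276, 12 held a higher share of DEGs of either treatment than the 95th percentile of the highest window in 1000 random placements. These 12 held 10.7% of DEGs in 4.24% of loci. For the 422 shared DEGs, 13 of 276 windows exceeded random placement and held 136 DEGs (32.2%) in 4.60% of loci. Chromosomes 3 and 10 held 0 of the 13. In windows of 50 tested loci, 4 of 559 exceeded random placement, with 41 of the shared DEGs (9.72%). The 13 windows formed 7 runs, of which the longest was on chromosome 4 from LOC_Os04g03980 to LOC_Os04g28300, with 61 DEGs in 600 tested loci. A run on chromosome 11, which is not among the 6 chromosomes, had 14 DEGs in 100 tested loci. Interaction DEGs exceeded random placement in 0 of 276 windows. Neighbouring genes are not independent replicates.

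**Figure D4:**
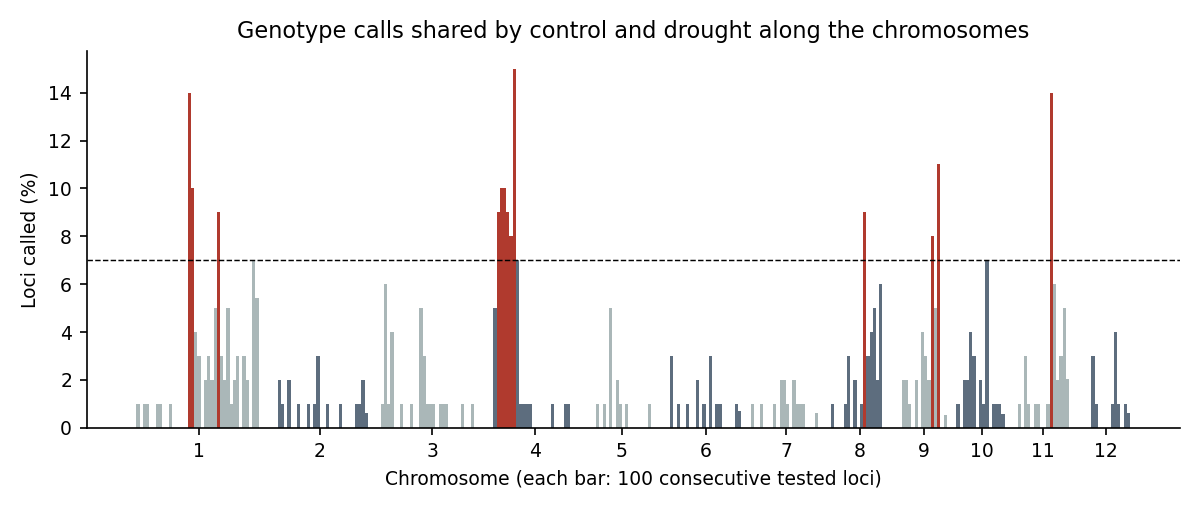
Share of tested loci (y axis, percent) that were genotype DEGs under both control and RDS in the same direction, in windows of 100 consecutive tested loci along the 12 chromosomes (x axis). The last window of each chromosome holds 114 to 188 loci. The dashed line is the threshold from random placement (7%), and the 13 windows above it are red, with 6 of them on chromosome 4.

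A list of 12 cell wall genes that the study described from these samples, and which is therefore not independent evidence, was tested as a whole. In DTY-IL, 9 rose with RDS at an edgeR adjusted p of at most 0.05 over all genes tested, 10 when adjusted over the list alone, and 5 of them also had a log2 fold change of at least 1. A single one, LOC_Os04g03796, fell by 0.93 ± 0.24 on the log2 scale in DTY-IL (SE, edgeR adjusted p 0.00453). In Swarna 1 gene of the list fell and 1 rose. The same LOC_Os04g03796 fell by 6.75 ± 0.38 (log2, SE, edgeR adjusted p 2.22e-10), and LOC_Os02g06580 rose by 1.18 ± 0.32 (log2, SE, edgeR adjusted p 0.00551). Adjusted over the list alone, 1 gene fell and 1 gene rose in Swarna. Under RDS 11 of the 12 were higher in DTY-IL, and 12 when adjusted over the list alone. The interaction passed for 4 of the 12, and for 4 when adjusted over the list alone. These were LOC_Os02g01590, LOC_Os04g03796, LOC_Os07g37010 and LOC_Os07g48020, the last at or under 3 counts in every library of DTY-IL control and Swarna drought. Without Swarna drought 1, 4 of the 12 were higher in DTY-IL under RDS. The number that rose in DTY-IL fell to 5 in each of the fits without DTY-IL control 1, DTY-IL control 2, DTY-IL drought 1, DTY-IL drought 3 or Swarna drought 2. The number with an interaction fell to 2 without any single 1 of DTY-IL control 1, DTY-IL control 2, DTY-IL control 3, Swarna control 2, Swarna drought 1, Swarna drought 2 or Swarna drought 3.

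**Figure D5:**
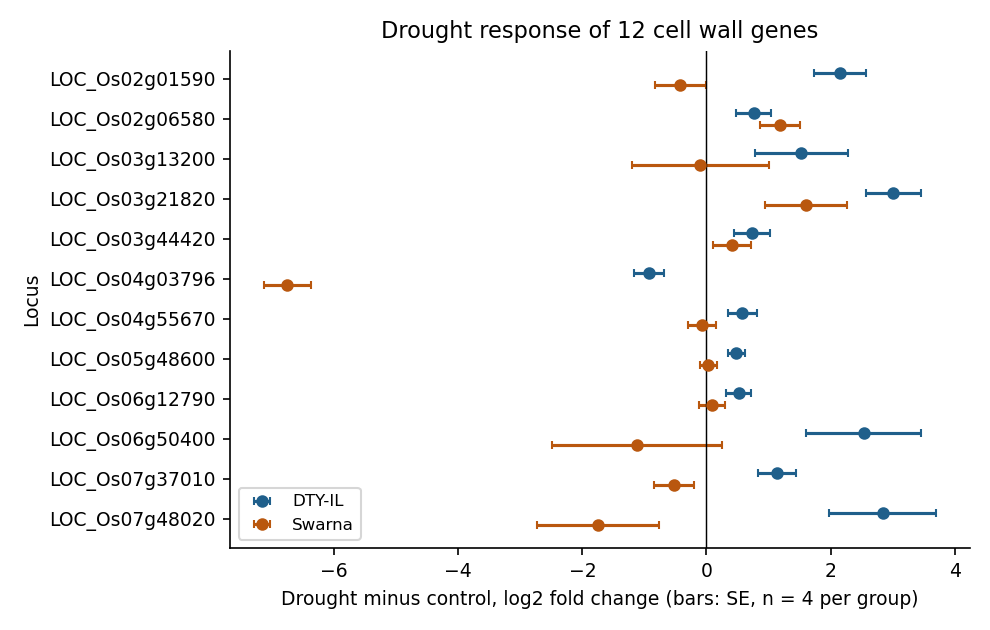
Fitted log2 fold change of drought against control (x axis, bars for SE, 4 libraries per group) for the 12 cell wall loci (y axis) in DTY-IL and Swarna. LOC_Os04g03796 fell by 0.93 in DTY-IL and fell by 6.75 in Swarna; fitted values of LOC_Os03g13200, LOC_Os06g50400 and LOC_Os07g48020 depend on the prior count, since at least 1 of their groups is at or under 3 counts throughout.

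Of 7 candidate genes that the study named for the flag leaf or the loci, chosen partly on these samples, 6 were tested. LOC_Os01g67030 had 1 count in total. LOC_Os01g66120 rose with RDS from 168 CPM ± 32.1 to 370 CPM ± 168 in DTY-IL (SD, n = 4, edgeR adjusted p 0.00605), and by 1.23 ± 0.30 in Swarna (log2, SE, edgeR adjusted p 0.00259). LOC_Os01g66820 fell by 2.70 ± 0.56 in DTY-IL (log2, SE, edgeR adjusted p 0.000809) and was at least 8.75-fold lower with RDS in Swarna (edgeR adjusted p 2.28e-05). LOC_Os07g01370 rose in Swarna by 1.15 ± 0.45 and was higher in DTY-IL under control by 1.60 ± 0.44 (log2, SE, edgeR adjusted p 0.0395 and 0.0286). LOC_Os03g13200 and LOC_Os07g48020 were at least 3.02-fold and at least 5.75-fold higher in DTY-IL under RDS (edgeR adjusted p 0.0257 and 0.0177). LOC_Os07g48020 had 1, 8, 15 and 39 counts in DTY-IL drought and 0, 2, 1 and 3 in Swarna drought. DTY-IL drought 1 thus lay within the Swarna range, and DTY-IL drought 4 weighs most in the bound. LOC_Os03g03510 had a lowest edgeR adjusted p of 0.300 over the 5 comparisons. Over the list and the 5 comparisons 10 results passed the adjusted p, and the number was the same when adjusted over the list alone.

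The authors' deposited tables of the 4 pairwise contrasts list genes past an adjusted p. The authors' deposited table holds 11806 genes for drought in DTY-IL, 13965 for drought in Swarna, 3611 for genotype under control and 4133 for genotype under RDS. Of the genes in the authors' deposited table, 91.9%, 92.9%, 74.7% and 74.0% also passed the adjusted p by edgeR in the same order. Among the shared genes, 0 had opposite directions. Categories formed in the same way from the authors' deposited tables at a fold change of 2 held 4181 common, 515 Swarna-specific and 108 DTY-IL-specific genes. Of these, 3948, 435 and 81 were in the same category by edgeR. The interaction passed the adjusted p for 243 of the 515 (47.2%) and 35 of the 108 (32.4%) genes from the authors' deposited tables.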

Values the study reported

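For the flag leaf, the study reported 28,283 genes covered by its reads and 17,616 genes with a significant change in at least 1 of its contrasts. The first and second principal component together explained 93% of the variation in its text. It reported 4180 genes that responded to drought in both genotypes, 515 that responded in Swarna alone (188 upregulated and 327 downregulated) and 108 that responded in DTY-IL alone (74 upregulated and 34 downregulated).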

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

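The tests against other splits of the libraries, low-count noise, an offset of the controls, a scaled response, genotype labels permuted within treatments, a mixture with Swarna RNA and foreign RNA in Swarna control 4 were chosen only after the result was seen. The removal of the most abundant genes was fixed in advance, and its use as a test of the interaction number was chosen after. In 121 groups of 4 libraries, 28 of library measures and 93 of genes, 13 had a single library far from the other 3 relative to the range of the group, where chance gives about 6.05. DTY-IL control 3 accounted for 4 of these, DTY-IL control 4 and Swarna drought 4 for 2 each, and 5 other libraries for 1 each.

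DTY-IL control 3 had 27809 genes detected against 26775 to 26880 in the other 3 DTY-IL controls. Thinning its counts to the mean total of the other 3 left 27420, still above their range, so that its larger total accounts for only a part of the difference. It also stood apart in LOC_Os06g05260 (18.1 CPM against 0.0663 to 1.31), LOC_Os01g48410 (41.7 CPM against 0.133 to 2.70) and LOC_Os11g31400 (25.0 CPM against 0 to 1.45). Genes with at least 100 counts and over 10 times the CPM of each other library of the group numbered 51 in this library and at most 26 in any of the other 15. RNA of other cells or of another sample may have raised these, since 51 is above the range of the other libraries, and a plant in another state would do so too. All 51 genes were over 10 times higher in the Swarna control mean than in the other 3 DTY-IL controls, with a median of 14.6 CPM there and 18.6 CPM in DTY-IL control 3. Over genes that differed between the genotypes under control alone, with the library left out of their choice, DTY-IL control 3 lay 70.4% of the distance toward the Swarna controls, and 70.4% after thinning to the mean total of the others. Over genes that differed under both treatments it lay 4.44% of that distance, against −0.62% to 1.61% for the other 3. A mixture with Swarna RNA would move both sets alike, which these values argue against. A difference in the state of the sampled plant, such as its stage or water supply, stays open and was not tested. Without this library 1857 genes differed between the genotypes under control and 1817 had an interaction.

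LOC_Os12g24320 was 29.3 CPM in DTY-IL drought 2 against 0.171 to 0.328 in the other 3 libraries of its group, and 20.9 CPM in Swarna control 2 against 4.16 to 6.88. LOC_Os09g36700 was 25.6 CPM in Swarna drought 4 against 0.0480 to 0.107, and LOC_Os09g36680 was 142 CPM against 0.624 to 2.49. Genes with at least 100 counts and over 10 times the CPM of each other library of the group numbered 10 in Swarna drought 4 and 14 in Swarna control 4, against 0 to 2 in the others of each group, and 26 in DTY-IL drought 2 against 0 to 3. Foreign RNA in these libraries and a difference of the sampled plants cannot be told apart, since both would raise such genes in a single library. The last 2 loci are close neighbours by identifier, and reads shared between them were not tested. No biological explanation was tested for these single libraries.

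Swarna control 1 had a total of 18719541 counts against 16451473 to 16674770 in its group. LOC_Os03g05049 was 14.5 CPM in Swarna control 3 against 9.55 to 10.2, and LOC_Os04g55670 was 8.05 CPM in Swarna control 4 against 5.04 to 5.27. In DTY-IL control 4, LOC_Os03g13200 was 0.447 CPM against 0.0570 to 0.0692 and LOC_Os05g48600 was 19.8 CPM against 14.4 to 15.2. The value of LOC_Os03g13200 rests on 6 counts against 1 in each other library of the group. About 6.05 of all 13 would arise by chance, and which of the 13 these are is not known. Foreign RNA in Swarna control 4 was weighed by its 14 genes high in a single library, which could not tell it from a difference of the plant. No explanation was tested for the others.

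The drought response differed between the genotypes for 1389 genes by the interaction test. Of 40 splits of the libraries drawn within treatments, the real one included, 1 gave as many genes, and the highest other split gave 243. These splits assume no genotype difference in either treatment. Since the genotypes did differ within each treatment, they cannot single out the interaction. Without DTY-IL drought 2 1267 genes passed, so that this library alone does not account for the number. Without the 20 most abundant genes 1383 passed. That removal left the other comparisons nearly unchanged too under TMM factors (6641 to 6631 for drought in DTY-IL). It therefore cannot exclude an effect of library composition. A single response scaled down in DTY-IL by the same factor for every gene was tested by scaling the Swarna change with the slope of 0.764. It left 570 genes, 493 of them among the 1389. The same test on a simulated response of 0.8, scaled with its own slope of 0.801, left 0, and 30 without the scaling. A uniformly smaller response therefore does not account for all of the genes. The bias of gene length could not be tested, since no lengths were used. A genotype difference in the response itself, for a part of the genes beyond a smaller scale, is a hypothesis that stays open.

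The change of the drought score in DTY-IL minus that in Swarna was −0.75 (two-sided permutation p 0.0286 with the control means taken as known, and exact permutation p 0.000816 with genotype labels permuted within each treatment). Without DTY-IL drought 2, the library with the smallest change, the slope of DTY-IL on Swarna was 0.812, still below 1 by more than the SD of 0.0652 between libraries. Over genes with a mean log2 CPM of at least 1 the slope was 0.778, which argues against noise of low counts. An offset of the DTY-IL controls alone and a smaller rise under RDS cannot be told apart, since the controls differed by 0.38 and the drought libraries by −0.37 with an exact two-sided permutation p of 0.0571 at 4 against 4 libraries. A weaker response of DTY-IL, or milder stress on its plants at the same treatment, may both give these values, and the counts cannot tell them apart. The paper states that pots were weighed daily and watered to hold a set field capacity, so soil water was controlled. It also reports leaf rolling under drought, prominent in Swarna and nearly absent in DTY-IL.

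Among named genes the interaction was 9.81 for LOC_Os01g52240 (edgeR adjusted p 0.00128) and 9.49 for LOC_Os12g24320 (edgeR adjusted p 0.0115) on the log2 scale. It was −11.2 for LOC_Os09g36700 (edgeR adjusted p 0.0193) and −8.84 for LOC_Os09g36680 (edgeR adjusted p 0.0156). The fitted values of the first 3 depend on the prior count, since at least 1 of their groups is at or under 3 counts throughout. Without Swarna drought 4 the edgeR adjusted p of LOC_Os09g36700 was 0.336 and that of LOC_Os09g36680 was 0.0730. With a replicate block the edgeR adjusted p of LOC_Os09g36680 was 0.118 by title number and 0.125 by description number. Over all alternatives except glmTreat the edgeR, DESeq2 and limma adjusted p ranged from 0.000126 to 0.400 for LOC_Os09g36700 and from 0.000102 to 0.213 for LOC_Os09g36680. In the cell wall list the interaction was 2.56 for LOC_Os02g01590, 5.83 for LOC_Os04g03796, 1.66 for LOC_Os07g37010 and 4.59 for LOC_Os07g48020 (edgeR adjusted p 0.0156, 8.99e-06, 0.0345 and 0.0452). The last has groups at or under 3 counts throughout, so that its fitted value depends on the prior count. Without any single 1 of DTY-IL control 1, 2 or 3, Swarna control 2 or Swarna drought 1, 2 or 3, only 2 genes of the list passed. The study chose this list on the same samples, and a difference of the genotypes in these genes stays a hypothesis.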

How the results depend on the processing

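The alternatives were chosen before the data were examined, except the permutation of genotype labels within treatments for the drought score, a test chosen after the result was seen. Counts of genes in the 5 comparisons and the 3 categories stayed within 1.5 times of their value with RLE size factors, library size alone, no filter, filterByExpr, DESeq2, limma-voom and without the 20 most abundant genes. The same held in fits of only the 2 groups compared, which give no interaction. Library size alone turned the interaction from 995 more positive and 394 more negative genes to 672 and 1126, counted against 0. This scaling shifts all genes nearly alike, so the turn follows from the shift and says nothing about single genes. Which scaling is right cannot be told from these counts, so the direction of the majority depends on the scaling. The Swarna-specific genes, 190 up and 323 down, were 264 and 264 with limma-voom.

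The fold-change criterion moved most counts. With the adjusted p alone there were 11412 genes for drought in DTY-IL, 13993 for drought in Swarna, 2801 for genotype under control and 3159 for genotype under RDS. The categories then held 6865 common, 790 Swarna-specific and 209 DTY-IL-specific genes. With glmTreat against a log2 fold change of 1, which by construction also removes genes whose change is not resolved from that value, there were 3406, 5883, 285 and 478 genes, 105 interaction genes, and 2730 common, 119 Swarna-specific and 20 DTY-IL-specific genes.

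The experiment had complete blocks, and the numbers in the descriptions run from 1 to 6, but the labels do not say that a number marks a block. Whether the numbers pair the libraries was therefore checked from the values, which do not settle it. Deviations of same-numbered libraries correlated across genes from −0.06 to 0.15 over 16 pairs by the numbers in the titles. They correlated from −0.14 to 0.15 over 12 pairs by those in the descriptions, with 3 pairs over 0.1 in each numbering. By description number, every pair between genotypes within a treatment was positive, from 0.010 to 0.15. Pairs between treatments within a genotype ran from −0.14 to 0.036. The former go with blocks and the latter do not. With a replicate block by title number the counts were 6488, 9041, 1413, 1792 and 1359 for the 5 comparisons and 4266, 486 and 88 for the categories. By description number they were 5965, 8549, 1452, 1250, 1312, 4026, 269 and 75. The cause of the lower Swarna-specific count of 269 was not tested, and whether the numbers mark blocks stays open.

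Across the 16 fits that each left out 1 library, the counts ranged from 6117 to 6990 for drought in DTY-IL and from 8760 to 9279 for drought in Swarna. They ranged from 934 (without DTY-IL control 4) to 1857 (without DTY-IL control 3) for genotype under control, from 1358 to 1921 under RDS and from 990 to 1817 for the interaction. Common genes ranged from 4018 to 4587, Swarna-specific ones from 333 (without DTY-IL drought 2) to 572 and DTY-IL-specific ones from 68 (without Swarna drought 1) to 113. Without Swarna drought 1 the Swarna-specific count was 336. Fewer libraries per group lower power, but the fits without DTY-IL control 3 and without DTY-IL control 4 leave the same group sizes. Lower power alone therefore does not account for 1857 against 934 genes. Over genes that differed under control alone, with the library left out of their choice, DTY-IL control 3 lay 70.4% of the distance toward the Swarna controls. DTY-IL control 4 lay at −18.35%, on the far side of the other DTY-IL controls. These positions go with more genes without the former and fewer without the latter. Why the 2 libraries lie there was not tested.

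The slope of the drought response was 0.764 with RLE size factors, 0.761 with library size alone and from 0.739 to 0.812 without single libraries, all within the SD between libraries. The difference of the drought score was −0.75 under both scalings and in the added permutation (exact p 0.000816, against 0.0286 with TMM and with both scalings), and from −0.84 to −0.63 without single libraries. The share of the first principal component was 71.6% over all genes with a mean log2 CPM of at least 1, 67.5% with a prior count of 0.5 and 76.6% with library size alone. The share of the second was 9.73%, 21.5% and 15.6%. The cause was not tested, and all moved by more than the SD of the shares without single libraries (0.866 and 0.456 percentage points). Windows of genotype DEGs above random placement numbered 11 of 559 with 50 loci, 13 for DEGs of both treatments and 8 with DESeq2. For DEGs of both treatments, windows of 50 loci gave 4 of 559, which held 9.72% of these DEGs in place of 32.2%.

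In the cell wall list the number of genes higher in DTY-IL under RDS ranged from 4 (without Swarna drought 1) to 11 across the fits that left out 1 library. The number that rose in DTY-IL ranged from 5 to 9 and the number with an interaction from 2 to 4. With DESeq2, library size alone and the replicate block by title number these counts were 12, 8 and 10, then 9, 11 and 6, then 4, 3 and 4. The 10 results of the candidate list ranged from 7 to 9 without single libraries. Of 516 alternative fits of 20 named-gene results, 508 kept the direction and an adjusted p of at most 0.05. The other 8 were weaker, with 0 reversed. These fits left out glmTreat, and no fold-change threshold was applied to them. At 4 libraries per group an exact test of 2 groups cannot give a p under 0.0286, and at 3 against 4 they were not used for a call.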

Other observations

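The tests against other splits of the libraries and the weighing of neighbouring loci that share reads for the windows that no longer stood out were chosen only after the result was seen. For drought in DTY-IL, drought in Swarna, genotype under control and genotype under RDS, 1 of the 35 splits of the 8 libraries compared, the real one, gave as many genes in fits of these libraries alone. The real splits gave 6212, 9082, 1500 and 1353 genes, and the highest other split gave 0, 0, 3 and 0.

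Genotype DEGs of both treatments lay in blocks, 13 windows of 100 tested loci that held 136 of 422. Counting calls within 5 tested loci once left 304 calls and 2 windows above random placement, so that neighbouring loci that share reads do not account for every block. For the other 11 windows, shared reads and a dense block of separate differences cannot be told apart, since counting near calls once thins any dense block. Inside the blocks 87 DEGs were higher and 49 were lower in DTY-IL (64.0% higher), and outside 143 were higher and 143 were lower (50.0% higher; Fisher's exact test, two-sided, p 0.00882). A loss of reads of a single genotype against the reference would make nearly all of them go a single way, which these values argue against. Allele differences that change the mapping of single loci in either genotype and local differences in expression cannot be told apart, since both go either way and the files hold no alleles. Of the 422 DEGs, 189 (44.8%) had at most 3 counts in all 8 libraries of a single genotype, 106 higher and 83 lower in DTY-IL. Introgressed donor alleles may underlie blocks on chromosomes 1, 4, 8 and 9. Chromosomes 3 and 10, which also carry introgressions, hold 0 of the 13 windows. The share of shared DEGs on chromosome 3 (0.887% of tested loci) is nonetheless above that on chromosomes 2, 5, 6, 7 and 12 (0.519% to 0.721%). The block on chromosome 11 lies on none of the 6 chromosomes. The study places LOC_Os01g66120 and LOC_Os01g66820 in the drought-yield locus on chromosome 1, which lies in the largest introgressed fragment. Their window held 3 shared DEGs in 100 tested loci and did not exceed random placement. The window of LOC_Os03g03510, placed in the locus on chromosome 3, held 1 and did not exceed it either. The files hold no genotypes, and whether the blocks coincide with introgressed fragments was not tested further.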
